# Acute stress induces severe neural inflammation and overactivation of glucocorticoid signaling in interleukin-18-deficient mice

**DOI:** 10.1038/s41398-022-02175-7

**Published:** 2022-09-23

**Authors:** Kyosuke Yamanishi, Nobutaka Doe, Keiichiro Mukai, Takuya Hashimoto, Naomi Gamachi, Masaki Hata, Yuko Watanabe, Chiaki Yamanishi, Hideshi Yagi, Haruki Okamura, Hisato Matsunaga

**Keywords:** Molecular neuroscience, Depression

## Abstract

Interleukin-18 (IL18) is an inflammatory cytokine that is related to psychiatric disorders such as depression and cognitive impairment. We previously found that IL18 deficiency may cause hippocampal impairment, resulting in depression-like behavioral changes. However, the potential role of IL18 in stressful conditions remains uncertain. In the present study, we examined the effect of IL18 on neural inflammation and stress tolerance during acute stress. Littermate *Il18*^+/+^ and *Il18*^−/−^ mice were exposed to a single restraint stress for 6 h, and all assessments were performed 18 h after the mice were released from the restraint. In *Il18*^−/−^ mice exposed to acute stress, the immobility times in both the forced swim test and tail suspension test were decreased, although no difference was observed in *Il18*^*+/+*^ mice. *Il1β*, *Il6*, and *Tnfα* expression levels in the hippocampus of stressed *Il18*^−/−^ mice were significantly higher than those in the other groups. Moreover, the numbers of astrocytes and microglia, including those in the active form, were also increased compared with those in other groups. Regarding the molecular mechanism, the *HSF5* and *TTR* genes were specifically expressed in stressed *Il18*^−/−^ mice. As a potential treatment, intracerebral administration of IL18 to *Il18*^−/−^ mice resulted in partial recovery of changes in behavioral assessments. Our results revealed that IL18-deficient mice were more sensitive and had a longer response to acute stress than that in normal mice. In addition, neural inflammation and augmentation of glucocorticoid signals caused by stress were more intense and remained longer in *Il18*^−/−^ mice, resulting in behavioral changes. In conclusion, IL18 might be an indispensable factor that modulates the stress response and maintains balance between neural inflammation and glucocorticoid signaling.

## Introduction

In humans, stressful conditions are essentially universal, often cause severe problems, and may ultimately lead to absences or resignation from work. Indeed, many stressful situations occur in daily life. Moreover, extreme stress can cause physical and/or psychiatric disorders such as adjustment disorder and major depressive disorder (MDD), resulting in increased negative social interactions for such patients [1]. Therefore, stress management is important for a healthy life.

The immune system may contribute to the fundamental mechanisms of psychiatric disorders caused by stressful conditions, especially MDD. Under normal conditions, the hypothalamic-pituitary-adrenal (HPA) axis monitors and modulates immune balance through various hormones such as glucocorticoids [2–5]. However, stressful events induce HPA axis hyperactivity, and continuous stress leads to corticoid resistance, resulting in an excessive inflammatory response, which is a crucial risk factor for developing MDD [2, 6, 7]. A previous meta-analysis showed that serum tumor necrosis factor (TNF) α, interleukin (IL) 6, and IL18 were increased in MDD patients [8, 9]. Furthermore, TNFα and IL18 levels were greater in the hippocampus of an animal model of MDD than those in controls [10]. Therefore, stress and stress-induced psychiatric symptoms may be closely associated with the immune system, even though these direct interactions have not been clarified.

IL18 is a proinflammatory cytokine that was found to induce interferon-γ in 1995 [11]. IL18 has two forms, an active 18-kDa mature form, and a non-active 24-kDa precursor form. Cleaved caspase-1 metabolizes the precursor form of IL18 to generate the active form [12–15]. In our previous studies, we found that IL18 was associated with energy metabolism and psychiatric disorders such as depression [16–18]. Regarding neural function, IL18 exists in neural cells of the brain in a precursor form, and its deficiency leads to hippocampal impairment and a depressive-like phenotype [18, 19]. Thus, IL18 is closely related to neural function and psychiatric phenotypes such as depression as well as the immune system. However, we previously only evaluated hippocampal function under IL18 deficiency, and no treatment was examined.

Therefore, we examined the potential role of IL18 in the hippocampus in response to a single acute stress. For this purpose, we performed the following five assessments in the current study: (1) assessment of behavioral changes in IL18-deficient mice after acute stress, (2) measurement of corticosterone release and its receptor expression in the hippocampus, (3) evaluation of differences in neurogenesis and neural inflammation with regard to cytokine expression and astrocyte and microglia density, (4) comparison of comprehensive molecular differences using RNA sequencing (RNA-Seq) and the results of our previous study, and (5) examination of the behavioral changes after intracerebroventricular administration of IL18.

## Materials and methods

### Animals and stress treatment

Male *Il18*^−/−^ mice were generated on a C57Bl/6 background as described previously [20]. C57Bl/6 *Il18*^+/+^ male littermates were used as controls. All mice were housed in groups of four to five in polycarbonate cages with free access to water and standard food. The colony room was monitored and automatically maintained under the following conditions: room temperature (22 ± 1 °C), humidity (50–60%), and a 12-h light/dark cycle (lights on at 08:00 am).

Mice were divided into four groups randomly: (1) *Il18*^+/+^ mice without stress, (2) *Il18*^+/+^ mice with stress, (3) *Il18*^−/−^ mice without stress, and (4) *Il18*^−/−^ mice with stress. The stress consisted of a single restraint stress starting at 10:00 am and lasting for 6 h. During the stress, the mice could not drink water or eat food. Mice in the non-stressed groups had free access to water and food. After the stress, mice were immediately released and free for 18 h. After 18 h, mice underwent behavioral assessments or were sacrificed (Supplementary Fig. 1A).

Twelve mice per group were used for behavioral assessments, six were used for RNA-Seq, reverse transcription quantitative polymerase chain reaction (RT-qPCR), and western blotting assays, and five were used for immunostaining. An enzyme-linked immunosorbent assay (ELISA) was performed using serum samples from mice (*n* = 12 from each group). Twelve mice per group were used for the rescue experiment involving intracerebral administration of IL18. All animal experiments were conducted according to the Guide for the Care and Use of Laboratory Animals published by the National Institutes of Health, and all protocols were approved by the Animal Care Committee of Hyogo Medical University (Hyogo, Japan; approval nos. #28041, #19-030).

### Behavioral analysis

Behavioral differences between groups were assessed with an open field test (OFT), a forced swim test (FST), and a tail suspension test (TST). These assessments were performed according to previously described procedures with minor modifications [18, 21, 22].

### Open field test

Spontaneous locomotor activity in a novel environment was tested in the OFT. A cubic open field box made of transparent acrylic plates without a ceiling (45 × 45 × 45 cm) was placed in a ventilated soundproof chamber. An overhead incandescent light bulb provided room lighting of ~140–150 lx at the center of the test arena. Each mouse was placed at the center of the test chamber and could freely explore the open field arena for 10 min. Experimental sessions were conducted between 10:00 and 12:00 am every day to minimize the effects of temporal factors such as circadian rhythm. Behavior was recorded during each session and analyzed later. The distance traveled in the open field was calculated using a computerized video-based tracking system (Be Chase ver.2021, ISONIX Co. Ltd., Kobe, Japan). The total distance that mice moved in 2 min was measured.

### Forced swim test

The FST was performed to assess depressive-like behavioral changes. A cylindrical tank (height: 35 cm diameter: 18 cm) was used for the FST. The water level was 25 cm from the bottom, and the temperature was 24 to 26 °C. Mice were individually placed in the cylinder, allowed to swim freely inside for 6 min, and recorded. The software program (Be Chase ver.2021, ISONIX Co. Ltd., Kobe, Japan) calculated the duration of immobility by summing the time segments (in seconds) that the mouse swam below the specified threshold velocity of 2.8 cm/s. The optimum threshold was determined by comparing scores rated manually from video images with scores from the automated device in preliminary studies.

### Tail suspension test

The total immobility time induced by tail suspension was measured. The mice were suspended 30 cm above the floor by an adhesive tape that was placed ~1 cm from the end of the tail. This test was performed for 5 min, and movements were recorded. The video was analyzed by two observers blinded to the group allocation.

### Sample collection

Mice were euthanized under deep anesthesia induced by inhalation of 5% isoflurane (overdose). After shallow or the absence of breathing was confirmed, blood was immediately collected from the heart. Then, the hippocampi were removed, immediately placed in liquid nitrogen, and stored at –80 °C until use.

### RNA purification

Total RNA purification was performed as previously described [19]. Briefly, we extracted total RNA using an ISOGEN kit (cat. no. 311-02501, Wako Pure Chemical Industries, Ltd., Osaka, Japan), following the manufacturer’s protocol, and then treated the RNA with 5 U of RNase inhibitor and 5 U of DNase I at 37 °C for 30 min. After purification by phenol/chloroform and ethanol precipitation, total RNA was dissolved in sterilized and de-ionized distilled water.

### RNA-Seq

We outsourced the RNA-Sequencing analysis to Takara Bio Inc. (Mie, Japan). A SMART-Seq® v4 Ultra® Low Input RNA Kit for Sequencing (Illumina K.K., Tokyo, Japan) was used according to the manufacturer’s protocol. We compared the gene expression profiles of the hippocampus between stressed *l18*^+/+^ mice and stressed *Il18*^−/−^ mice (*n* = 3 per group). Details of RNA-Seq can be found on the Gene Expression Omnibus website (GSE207669). FASTQ files were aligned to the GRCm38 assembly using the DRAGEN Bio-IT Platform (Illumina). Genes with a false discovery rate < 0.3 were identified as differentially expressed genes using edgeR (Ver. 3.30.3, http://bioconductor.org/biocLite.R). A heat map was generated using the Heatplus package (Version 3.2.0, https://github.com/alexploner/Heatplus) available in Bioconductor using the regHeatmap function in the R statistical environment.

### Ingenuity pathway analysis (IPA)

IPA (QIAGEN Digital Insights, Redwood City, CA, USA) was used to analyze the functions of genes extracted by RNA-Seq as previously described [23]. Core analysis was performed to analyze the functions of extracted molecules as follows: tissue, hippocampus; all other settings, default. The network explorer of IPA was used with default settings to identify molecule-molecule interactions and pathways between molecules [19].

### RT-qPCR

RT-qPCR was performed as previously described with minor modifications [23, 24]. Briefly, total RNA (5 ng/reaction) was analyzed with the RNA-direct SYBR Green Real-Time PCR Master Mix: One-step qPCR kit (Toyobo Co. Ltd., Tokyo, Japan) following the manufacturer’s protocol. Samples were examined in duplicate reactions in 384-well plates. The median threshold cycle values were used to calculate fold changes between the groups. The following cycling protocols were used with the QuantiStudio™ 12 K Flex system (Thermo Fisher Scientific, Inc.): 30 s at 90 °C and 20 min at 61 °C for reverse transcription, followed by 45 cycles of 98 °C for 1 s, 67 °C for 15 s, and 74 °C for 35 s. Fold-change values were normalized to the glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*) level using the relative standard curve method. Primer sequences for RT-qPCR are shown in Supplementary Table 1.

### Western blotting

Protein extraction from the mouse hippocampus and western blotting were performed as previously described [17, 25]. Briefly, samples were incubated in Laemmli sample buffer for 5 min at 95 °C, electrophoresed on a 10–20% sodium dodecyl sulfate polyacrylamide gel, and transferred onto polyvinylidene difluoride membranes (Hybond-P, Amersham Bioscience, Little Chalfont, UK). The primary antibodies were as follows: monoclonal rabbit anti-β-actin (cat. no. #4967; Cell Signaling Technology, Inc. (CST), Danvers, MA, USA) or anti-GAPDH (cat. no. #3683, CST) as a loading control, rabbit anti-heat shock transcription factor 5 (HSF5) polyclonal antibody (cat. No. MBS2520556, MyBioSource, San Diego, CA, USA), rabbit anti-gamma-aminobutyric acid type A receptor subunit rho1 (GABRR1) polyclonal antibody (cat. no. 25899-1-AP; Proteintech Japan, Tokyo, Japan), and rabbit anti-transthyretin polyclonal antibody (TTR; cat. no. sc-13098; Santa Cruz Biotechnology, Inc., Dallas, TX, USA). All membranes were blocked using 5% skim milk in phosphate-buffered saline containing 0.1% Triton X-100 and incubated with primary antibodies at 4 °C overnight. Then, the membranes were incubated with horseradish peroxidase-conjugated secondary antibodies (#NA9340V and #RPN1025; GE Healthcare, Amersham, UK). Antibody reactions were visualized with an LAS-4010 photo-image analyzer (Fuji Photo Film Co, Ltd, Tokyo, Japan). The density of specific protein bands was analyzed using ImageJ software (http://rsbweb.nih.gov/ij/, version 1.6), and the results were normalized to the loading control levels.

### ELISA

Serum levels of corticosterone, IL18, and TTR were measured using an ELISA. ELISA kits for corticosterone, IL18, and TTR were purchased from Enzo Life Sciences, Inc. (cat. no. ADI-900-097; Farmingdale, NY, USA), Medical & Biological Laboratories Co., Ltd. (cat no. 7625; Nagoya, Aichi, Japan), and Immunology Consultants Laboratory, Inc. (cat. no. E-90PRE; Portland, OR, USA), respectively. All ELISAs were performed according to the manufacturers’ protocols.

### Immunofluorescence staining

Immunofluorescence staining was performed to reveal differences in neurogenesis and neuroinflammation. Mice were deeply anesthetized with 5% isoflurane and transcardially perfused with 50 ml of saline and 4% periodate-lysine-paraformaldehyde fixative. Then, the fixed brains were removed. Coronal brain slices with 20 μm thickness that included the dentate gyrus of the hippocampus were prepared. These sections were incubated at 90 °C for 40 min with an antigen retrieval reagent (Histo VT One, cat. no. 06380, NACALAI TESQUE, INC. Kyoto, Japan) and blocked with 5% bovine serum albumin for 1 hour. The sections were stained overnight at 4 °C with the following antibodies: Ki67 (1:200, #550609, BD Biosciences, NJ, USA), doublecortin (DCX; 1:2000, #AB2253, EMD Millipore, Burlington, MA, USA), GFAP (1:200, cat. No. #12389, CST), and IBA1 (1:500, cat. no. #019-19741, FUJIFILM Wako Pure Chemical Corporation, Osaka, Japan). For immunofluorescence staining, fluorochrome-conjugated goat anti-guinea pig IgG H&L secondary antibody (dilution 1:200, Alexa Fluor® 488, cat. no. ab150185; Abcam, Cambridge, UK) or goat anti-rabbit IgG H&L secondary antibody (dilution 1:1000, Alexa Fluor® 594, cat. no. ab150078; Abcam) was added for 2 h at room temperature. Then, the sections were cover-slipped with Vectashield mounting medium with 4,6-diamidino-2-phenylindole (DAPI) (cat. no. H-1800; Vector Laboratories, Inc., Burlingame, CA, USA) and visualized with a confocal microscope (LSM780, Carl Zeiss Co. Ltd., Tokyo, Japan). The images were scanned using ZEN Imaging Software (Carl Zeiss Co. Ltd.) for analysis. Positive cells and their density were counted and averaged as previously described (8–10 sections/mouse) using ImageJ software [18, 26, 27]. The branch length of microglia was quantified as previously shown [28].

### Intracerebral IL18 administration

To evaluate behavioral changes in stressed *Il18*^−/−^ mice, IL18 was administered into the lateral ventricles. Mice were deeply anesthetized with isoflurane (5% for induction, 2% for maintenance), and 2 μl (1 μg/μl) of IL18 was slowly injected. The point of injection into the lateral ventricle was 2 mm lateral and 0.8 mm caudal from bregma as previously described [18]. After injection, mice were placed in their home cage for 24 h. Then, mice were subjected to stress as described in the ‘Animals and stress treatment’ section (Supplementary Fig. 1B).

### Statistical analysis

All results are expressed as means±standard error of the mean and were analyzed using Sigmaplot™ software (version 11.0; Systat Software Inc., San Jose, CA, USA). For statistical analysis of the behavioral tests, a repeated measures ANOVA with genotype (+/+ or −/−) or with stress as the between-subject factor and repeated measures (e.g., time) as the within-subject factor, was conducted on the data for each test. ELISA, RT-qPCR, western blot, and immunochemistry data were analyzed by ANOVA first, and if significance was found, the Holm-Sidak or Tukey method was applied. Differences were considered statistically significant when *p* < 0.05. All statistical analyses were performed as previously described [18].

## Results

### Behavioral changes with acute restraint stress

The body weight of *Il18*^+/+^ mice was significantly decreased in stressed mice and remained decreased after one night, even though there was no difference between stressed and non-stressed *Il18*^−/−^ mice before stress was applied (Fig. 1A). In the OFT, the total distance traveled by *Il18*^−/−^ mice was decreased after stress; however, the distance traveled by *Il18*^+/+^ mice was not altered by stress, and no significant difference was observed between stressed *Il18*^−/−^ mice and *Il18*^+/+^ mice (Fig. 1B). In the FST, *Il18*^−/−^ mice exhibited a significant increase in swimming distance and a decrease in immobility time after stress, and these effects were not observed in *Il18*^+/+^ mice (Fig. 1C). In the TST, mice exhibited behavioral changes similar to those in the FST; the immobility time was only slightly decreased at 2 min but this was still statistically significant (Fig. 1D).

**Fig. 1:**
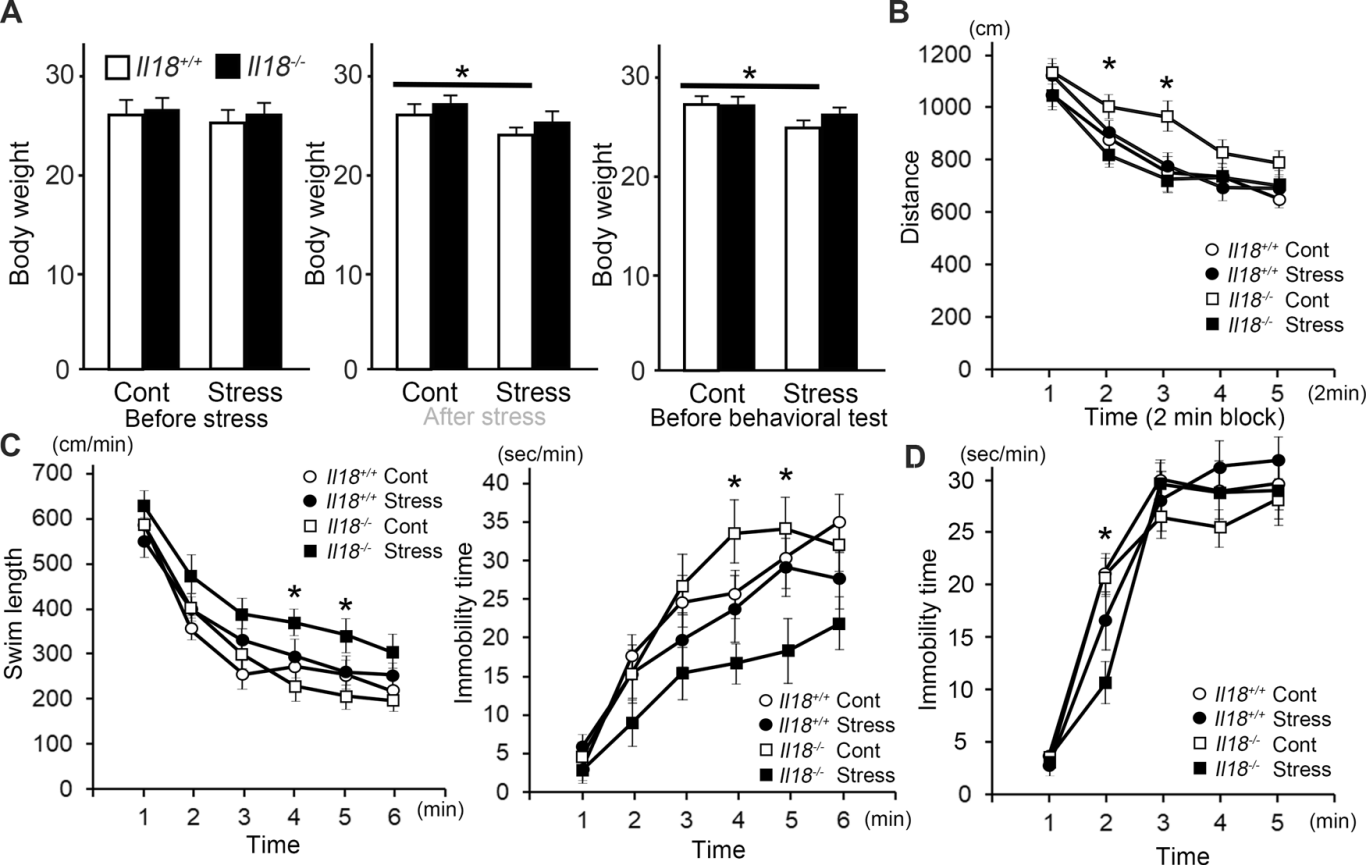
*Il18*^−/−^ mice showed behavioral changes after stress. **A** The body weights of each group before stress treatment, after treatment, and before behavioral tests are shown. The behavioral tests results, including the open field test (**B**), forced swim test (**C**), and tail suspension test (**D**), are shown. **B** The graph shows the distance traveled by each mouse during 2 min in the open field test. **C** In the forced swim test, stressed *Il18*^−/−^ mice had a longer swimming distance (left) and less immobility time (left) than those of non-stressed mice, and these phenotypes were not observed in *Il18*^+/+^ mice. **D** In the tail suspension test, stressed *Il18*^−/−^ mice showed a decreased immobility time, similar to the forced swim test. *p < 0.05 (stressed *Il18*^−/−^ mice versus non-stressed mice), (*n* = 12 per group).

### Inflammatory response in the hippocampus after stress

Inflammatory cytokine expression was measured to evaluate the inflammatory response after acute restraint stress. The mRNA expression levels of *Tnfα*, *IL1β*, and *Il6* were significantly increased in *Il18*^−/−^ mice after stress but were not increased in *Il18*^+/+^ mice (Fig. 2A). However, Il10 expression was not significantly different and *Il18* expression was slightly increased in *Il18*^+/+^ mice after stress (Fig. 2A, data not shown). Contrary to our predictions, no significant difference in inflammasome-related molecules, including *Caspase1*, *Nalp3*, and *Myd88*, was observed between stressed *Il18*^−/−^ mice and *Il18*^+/+^ mice (Fig. 2A). Although the same tendency as that of IL18 expression in serum was observed, i.e., a slight but not significant increase in *Il18*^+/+^ mice after stress (Fig. 2B), the serum IL1β and IL6 levels were under the detection limit (data not shown). We next examined neural inflammation in the hippocampus based on increases in inflammatory cytokines in *Il18*^−/−^ mice after stress. IBA1-positive cells were significantly increased in *Il18*^−/−^ mice after stress, and shortened microglia branches could be observed only in *Il18*^−/−^ mice after stress (Fig. 2C). Moreover, similar to IBA1, the number of GFAP-positive cells was also increased only in *Il18*^−/−^ mice after stress (Fig. 2D).

**Fig. 2:**
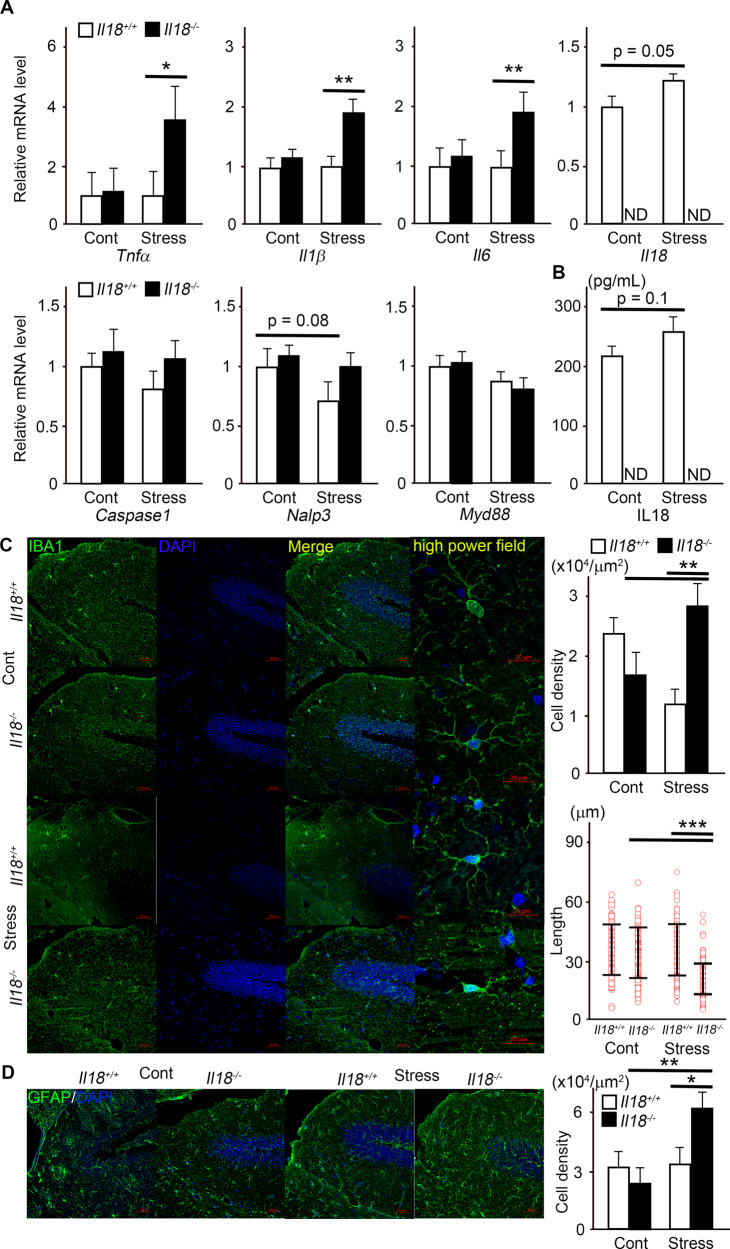
Neural inflammation in the hippocampus remained longer in *Il18*^−/−^ mice exposed to a single stress than that in *Il18*^+/+^ mice. **A** The relative mRNA expression levels of inflammatory-related genes are shown. **B** The serum IL18 level was measured in each group. The immunofluorescence staining results for IBA1 (**C**) and GFAP (**D**) are shown. The cell density and branch length of microglia (**C**) and astrocytes (**D**) are shown on the right side. *p < 0.05, **p < 0.01, ***p < 0.001. (**A**; *n* = 6 per group, **B**; *n* = 12 per group, **C**; cell density; length; *n* = 4 per group, **D**; cell density; *n* = 4 per group).

### Glucocorticoid receptors and neurogenesis in the hippocampus

To evaluate the stress response, the stress-response hormone corticosterone was measured in both the control and stressed groups. As described above, serum was extracted 18 hours after restraint stress was completed. Corticosterone was significantly increased after stress in both *Il18*^+/+^ and *Il18*^−/−^ mice, and the corticosterone level in stressed *Il18*^−/−^ mice was higher than that in stressed *Il18*^+/+^ mice (Fig. 3A). The expression of phosphorylated and non-phosphorylated glucocorticoid receptor was compared as shown in Fig. 3B, and a significant increase in the phosphorylated glucocorticoid receptor/glucocorticoid receptor ratio was observed in stressed *Il18*^−/−^ mice but not in stressed *Il18*^+/+^ mice. Upregulated glucocorticoid signals can induce inhibition of hippocampal neurogenesis [29–31]. Therefore, we next assessed hippocampal neurogenesis using immunohistochemistry according to our previous study [18]. Significantly fewer Ki67-positive cells were observed in*Il18*^−/−^ mice than in *Il18*^+/+^ mice regardless of whether stress was induced (Fig. 3C). Moreover, DCX-positive cells were significantly increased in non-stressed *Il18*^−/−^ mice compared with those in *Il18*^+/+^ mice, and the number of cells decreased after stress. However, no difference was observed between stressed *Il18*^+/+^ and *Il18*^−/−^ mice (Fig. 3C).

**Fig. 3:**
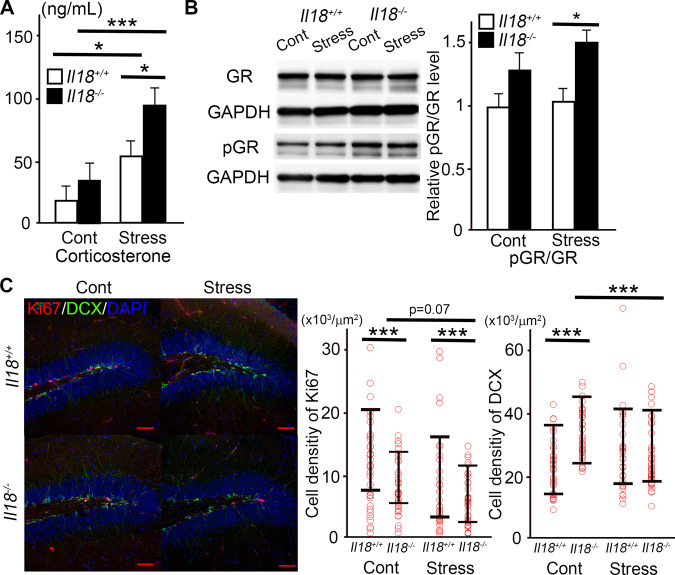
The assessment of glucocorticoid signaling and neurogenesis mediated by a single stress. **A** The serum corticosterone level in each group is shown. **B** The ratio of glucocorticoid receptors and phosphorylated glucocorticoid receptors in stressed *Il18*^−/−^ mice was increased compared with that in other groups. **C** Immunofluorescence staining of Ki67 and doublecortin (DCX) is shown, and the graphs indicate the density of Ki67- and DCX-positive cells in each group. (red; Ki67, DCX; green, blue; DAPI) *p < 0.05, ***p < 0.001. (**A**; *n* = 12, **B**; *n* = 6, **C**; *n* = 4 per group).

### RNA-Seq and IPA

RNA-Seq was performed to identify the genes that responded specifically in stressed *Il18*^−/−^ mice (GSE207669). 

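The hippocampus of 3 stressed *Il18*+/+ mice and 3 stressed *Il18*-/- mice was sequenced, 18 h after the end of a 6 h restraint. Non-stressed mice were not analysed here. Libraries were made with a low-input SMART-Seq v4 kit, which does not mark the strand, so reads of a gene and of an antisense partner cannot be told apart. The authors aligned the read pairs to GRCm38 with the DRAGEN platform and deposited estimated counts per gene and per transcript; the counting tool is not given in the sources used here. Estimated counts came to 20595919, 20237749 and 23292133 in *Il18*+/+ replicates 1 to 3 and to 26547837, 18822465 and 24303827 in *Il18*-/- replicates 1 to 3. They were rounded, scaled by TMM and tested with edgeR's quasi-likelihood test at the false discovery rate of the study, 0.3. Levels are given as CPM, counts relative to the scaled library total. The low-count filter of edgeR kept 17743 of the 30843 genes with any count. The paper's text names edgeR and this rate but no test or filter of edgeR. The first principal component of the tested genes held 29.4% of the variance and did not separate the genotypes. Its ends were *Il18*+/+ replicate 2 and *Il18*-/- replicate 3, the libraries with the largest mitochondrial share of counts (6.62% and 6.31%, against 3.61% to 4.74% in the others). A separate feature was seen in *Il18*+/+ replicate 1. Of 25 hepatocyte genes, a list written after some of these counts had been seen, 17 had most of their counts, over all 6 libraries, in that one. Albumin (*Alb*) had 92 counts there and at most 2 in any other library. *Mup3*, *Gc*, *Fga* and *Serpina1c* had 40, 39, 20 and 21 counts there and 0 in the other 5 libraries.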

The results are shown as a volcano map in Fig. 4A. 

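*Il18* itself had the lowest p of all genes tested. It lies on chromosome 9 of GRCm38 from 50554827 to 50581840 (ENSMUSG00000039217.13). Its level was 30.3 ± 2.58 CPM (SD, n = 3 mice) in stressed *Il18*+/+ mice and 1.98 ± 0.724 (SD, n = 3) in stressed *Il18*-/- mice, a log2 fold change of −3.92 (standard error 0.27, adjusted p = 1.93e-06 from edgeR). Counts were 573, 616 and 764 in the *Il18*+/+ mice and 72, 25 and 45 in the *Il18*-/- mice, and the transcript ENSMUST00000214117.1 had 0 in every *Il18*-/- mouse. At the rate of 0.3, 2 genes rose and 3 fell in stressed *Il18*-/- mice. The others were *Gm9008* and *2900052N01Rik*, which rose, and *Cryab* and *C030014I23Rik*, which fell. *Cryab* encodes the small heat shock protein alpha B crystallin and lies on the same chromosome from 50751325 to 50756636. Its level was 164 ± 16.4 CPM (SD, n = 3) in *Il18*+/+ mice and 64.5 ± 21.9 (SD, n = 3) in *Il18*-/- mice, a log2 fold change of −1.35 (standard error 0.22, adjusted p = 0.0451 from edgeR). Without *Il18*+/+ replicate 2 the adjusted p of *Cryab* was 0.362, and without *Il18*-/- replicate 2 it was 0.629.

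Of 31 gene lists set before the data were examined, 5 lists of cells at the ventricle, meninges and vessels were lower in stressed *Il18*-/- mice in the camera set test, at an adjusted p threshold of 0.05 chosen here. With an estimated correlation none of these calls was kept (adjusted p = 0.434 for ependymal, 0.310 for meningeal, 0.334 for blood, 0.852 for endothelial and 0.512 for choroid plexus genes). Ependymal cilia genes were the first of them (adjusted p = 1.09e-07, 17 of 20 negative). None of the 20 passed over all genes at the rate of 0.3; adjusted over the list alone, 9 were lower at 0.3 and 1 at 0.05. *Rarres2*, *Tmem212* and *Mia* had log2 fold changes of −0.66, −1.20 and −0.89. *Ccdc153*, also in the list, is one of the genes of the study and was chosen on these samples. The mean level of the list was −0.11, −0.73 and −1.18 (log2) in the *Il18*-/- mice and between −0.12 and 0.16 in the *Il18*+/+ mice. Meningeal fibroblast genes followed (adjusted p = 0.000153, 12 of 14 negative, 0 passing over all genes, 6 lower at 0.3 and 0 at 0.05 when adjusted over the list alone), with *Fmod* at −0.97 and *Slc6a13* at −0.71. Of the 5 blood genes tested, 4 were lower at 0.3 and 2 at 0.05 when adjusted over the list alone, and 0 over all genes (adjusted p of the list = 0.00135), and *Hba-a1*, a globin gene, had a log2 fold change of −0.62 (standard error 0.18). Endothelial genes had an adjusted p of 0.0474, with 0 of 14 passing either way, and choroid plexus genes are described with *Ttr*. The endothelial call also ended with no low-count filter (adjusted p = 0.107), without both ends of the first principal component (adjusted p = 0.332) and without any 1 of *Il18*+/+ replicates 1 and 3 and *Il18*-/- replicates 2 and 3 (adjusted p from 0.106 to 0.715), and the blood call with no filter (adjusted p = 0.102) and without *Il18*-/- replicate 1 (adjusted p = 0.0735).

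**Figure D1:**
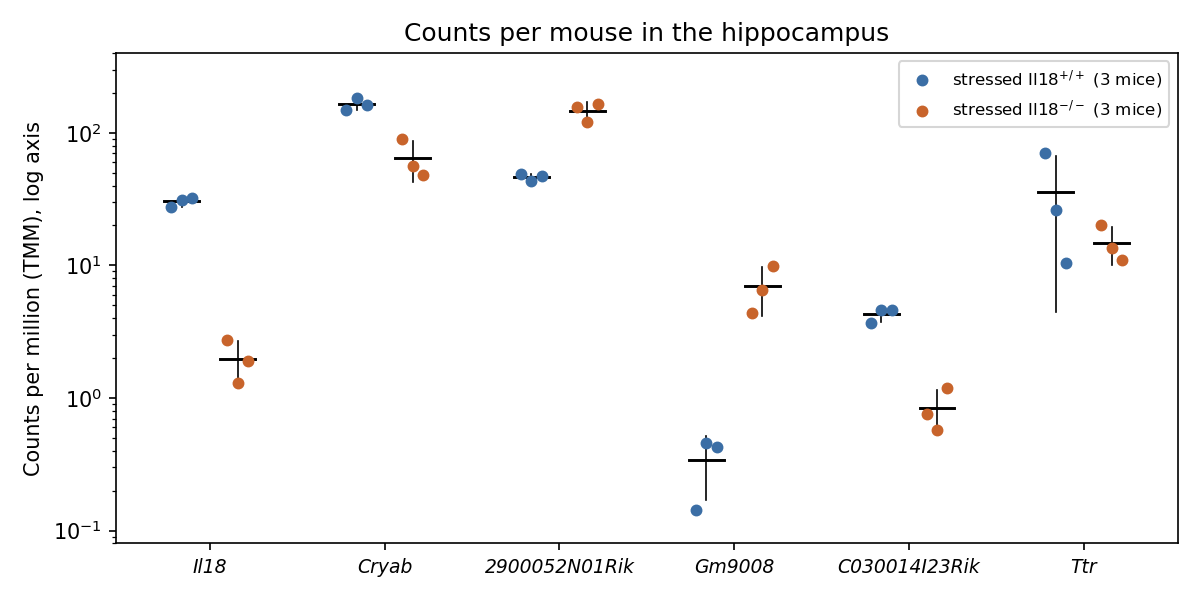
CPM after TMM scaling (log axis) of 6 genes in the hippocampus, 1 point per mouse, with the mean (horizontal line) and SD (vertical line) of 3 stressed *Il18*+/+ mice (blue) and 3 stressed *Il18*-/- mice (orange). For *Ttr*, *Il18*+/+ replicate 1 lies at 70.8 and the other 5 mice between 10.4 and 26.1.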

Seventeen genes with a false discovery rate <0.30 were extracted from the RNA-Seq results based on previous study [32, 33], and nine genes were assigned GenBank accession numbers (Table 1, Supplementary Table 2). 

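Of the 17 genes listed by the study, 13 passed the low-count filter and were tested, and 5 of these passed the false discovery rate of 0.3 in edgeR's quasi-likelihood test. These were all the genes that passed. *Adprhl1*, *Gabrr1*, *Piwil2* and *Rslcan18* were not tested. The 17 were chosen on these samples, so their direction is not independent evidence. Besides *Il18*, 6 of the 17 lie within 10 Mb of it on chromosome 9, among 376 detected genes there, against 10 among the 30466 detected genes elsewhere (odds ratio 49.3, Fisher's exact test, two-sided, p = 2.28e-08). They are *Cryab*, *Layn*, *Nnmt*, *Ccdc153*, *C030014I23Rik* and the long noncoding RNA gene *2900052N01Rik*. *2900052N01Rik* (46913493 to 46927366) rose from 46.3 ± 2.88 CPM (SD, n = 3) to 147 ± 23.6 (SD, n = 3), a log2 fold change of 1.66 (standard error 0.18, adjusted p = 0.000579 from edgeR). *Layn* encodes layilin, a hyaluronan receptor, and lies from 51054640 to 51077094. Its log2 fold change was −1.87 (standard error 0.45, adjusted p = 0.9998 from edgeR). *Nnmt*, the nicotinamide N-methyltransferase gene from 48591877 to 48605153, was at −1.95 (standard error 0.55), and *Ccdc153* from 44240676 to 44247306 at −1.58 (standard error 0.36). Neither passed. Among all tested genes, 3 of 236 within 10 Mb of *Il18* passed and 1 of 17506 elsewhere (Fisher's exact test, two-sided, p = 9.20e-06, *Il18* left out). The count of 3 fell to 1 without *Il18*+/+ replicate 2 (Fisher's exact p = 0.0521) and to 1 without *Il18*-/- replicate 2 (Fisher's exact p = 0.0266). Adjusted over the window alone, a setting added after the data were seen, 16 genes passed, 6 higher and 10 lower in *Il18*-/- mice, and 13 of them lay more than 1 Mb from *Il18*. Genes of this window outside the 17 included *Hyou1*, an endoplasmic reticulum chaperone gene (log2 fold change 1.05), *Htr3a*, a serotonin receptor subunit gene (−1.26), and *Il10ra*, the interleukin-10 receptor subunit gene (−1.14).

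**Figure D2:**
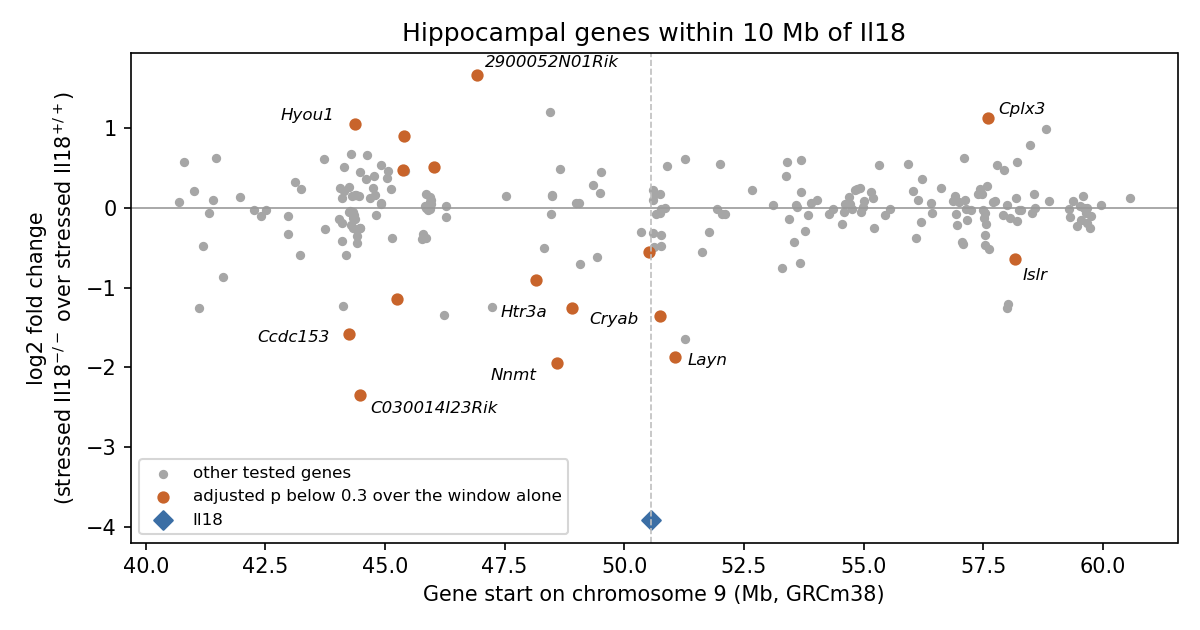
Log2 fold change of each tested gene within 10 Mb of *Il18* (stressed *Il18*-/- over stressed *Il18*+/+ mice) against its start on chromosome 9 of GRCm38 in Mb. Orange points passed an adjusted p of 0.3 over the window alone, grey points did not, the blue diamond is *Il18* and the dashed line its position. The 16 orange points lie on both sides of 0, up to 7.57 Mb from *Il18*.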

RT-qPCR was performed to confirm the RNA-Seq results (Fig. 4B). According to the RT-qPCR results, *Gabrr1* and *Hsf5* specifically responded in stressed *Il18*^−/−^ mice (Fig. 4B). We next verified their protein expression by western blotting. The GABRR1 expression level in stressed *Il18*^−/−^ mice was slightly decreased compared with that in *Il18*^+/+^ mice, but the result was not significant and was opposite to the RT-qPCR result (Fig. 4B, C). However, HSF5 expression in stressed *Il18*^−/−^ mice was significantly upregulated compared with that in the other groups, and this was only observed in stressed *Il18*^−/−^ mice (Fig. 4C).

**Fig. 4:**
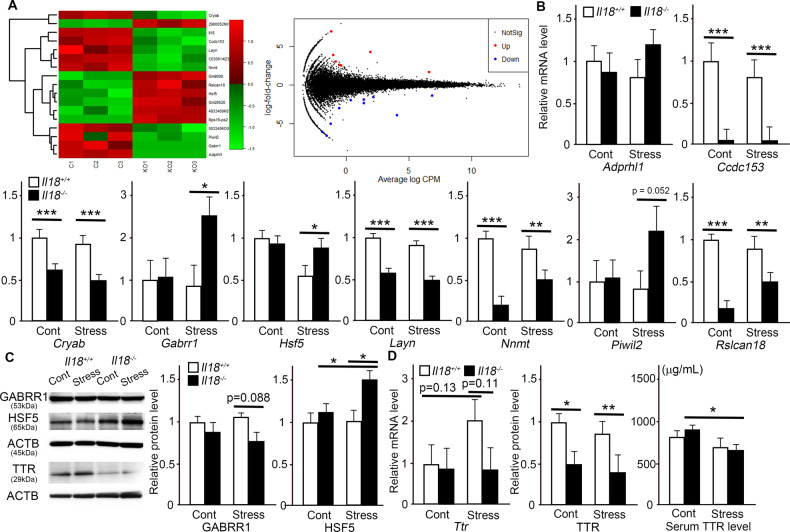
Identification of specific molecules in *Il18*^−/−^ mice that respond to acute stress. **A** The heatmap (left) and volcano map (right) generated from RNA sequencing are shown. (**C**; stressed *Il18*^+/+^ mice, KO; stressed *Il18*^−/−^ mice). **B** The reverse transcription quantitative polymerase chain reaction results are shown. The molecules were extracted from RNA sequencing as shown in Table 1. **C** The protein expression of gamma-aminobutyric acid type A receptor subunit rho1 (GABRR1), heat shock transcription factor 5 (HSF5), and transthyretin (TTR) is shown. **D** The mRNA, protein, and serum levels of TTR/Ttr are shown. *p < 0.05, **p < 0.01, ***p < 0.001. (**A**; *n* = 3, **B**–**D**; n = 6, enzyme-linked immunosorbent assay *n* = 12 per group).

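Of the genes in Table 1, *Hsf5*, *Gabrr1*, *Adprhl1*, *Piwil2* and *Rslcan18* had low counts in the RNA-Seq. *Hsf5*, a member of the heat shock transcription factor family, lies on chromosome 11 of GRCm38 from 87617164 to 87659542. It had 5, 5 and 2 counts in the stressed *Il18*+/+ mice and 28, 24 and 25 in the stressed *Il18*-/- mice, 5.94 times as many after scaling (95% counting interval 3.21 to 12.0). Such intervals cover counting error only. Its log2 fold change was 2.53 (standard error 0.69, adjusted p = 0.9998 from edgeR's quasi-likelihood test). Of 19 settings *Hsf5* passed in 1, edgeR's likelihood ratio test (adjusted p = 0.199). The adjusted p of *Hsf5* was 0.364 in the exact test and 0.550 in the likelihood ratio test with no filter. *Gabrr1*, the rho1 subunit gene of the GABA type A receptor, lies on chromosome 4 from 33132521 to 33163588. It had 11, 16 and 5 counts in *Il18*+/+ mice and 0 in every *Il18*-/- mouse, 11.5-fold lower when set against a floor of 3 counts over the group (95% counting interval of the ratio from 8.84 upward). It shares 5.05% of its 31-base sequences with *Gabrr2*. Like *Adprhl1*, *Piwil2* and *Rslcan18*, it did not pass the low-count filter and has no value in the main test. With no filter the adjusted p of *Gabrr1* from edgeR was 0.127 in the quasi-likelihood test, 0.0792 in the likelihood ratio test and 0.572 in the exact test. *Adprhl1* (chromosome 8, 13221663 to 13254162) had 23 counts over the *Il18*+/+ mice and 0 over the *Il18*-/- mice, 8.28-fold lower against the same floor (interval from 6.21 upward). *Piwil2*, a gene of the piRNA pathway (chromosome 14, 70372477 to 70429383), had 43 and 1, a ratio of *Il18*+/+ to *Il18*-/- of 46.4 (95% counting interval 7.90 to 1876). *Rslcan18*, a zinc finger gene (chromosome 13, 67096613 to 67116263), had 6 counts over the *Il18*+/+ mice and 56 over the *Il18*-/- mice, 8.64 times as many (interval 3.73 to 24.6), and shares 17% of its 31-base sequences with *Gm28557*.

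The wider groups of these genes did not pass. Of 15 GABA receptor subunit genes tested, 0 passed over all genes and 0 when adjusted over the list alone (camera adjusted p = 0.216), with *Gabbr2*, a GABA type B receptor subunit gene, at a log2 fold change of 0.38. Of 23 heat shock and chaperone genes, 0 passed either way (camera adjusted p = 0.497). *Hspa8*, the constitutive heat shock protein 70 gene, was at 0.58 and lies within 10 Mb of *Il18*. From the genes extracted by RNA-Seq, RT-qPCR and western blotting, the paper proposes that HSF5 might be a factor that regulates the stress response along with IL18.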

**Table 1:** Nine genes with a false discovery rate <0.30 were extracted from the RNA sequencing results of *Il18*-deficient mice and assigned GenBank accession numbers.

Gene symbol	Entrez gene name	GenBank ID
*Adprhl1*	ADP-ribosylhydrolase like 1	NM_172750
*Ccdc153*	coiled-coil domain containing 153	NM_001081369
*Cryab*	crystallin, alpha B	NM_009964
*Gabrr1*	gamma-aminobutyric acid (GABA) C receptor, subunit rho 1	NM_008075
*Hsf5*	heat shock transcription factor family member 5	NM_001045527
*Il18*	interleukin 18	NM_008360
*Layn*	layilin	NM_001033534
*Nnmt*	nicotinamide N-methyltransferase	NM_010924
*Piwil2*	piwi-like RNA-mediated gene silencing 2	NM_021308
*Rslcan18*	regulator of sex-limitation candidate 18	NM_001256052

Moreover, we searched for interacting pathways between molecules extracted from the RNA-Seq results and immune-related genes in IL1β and IL6 pathways as shown in Fig. 2A. As shown in Supplementary Fig. 2, genes highlighted in yellow are related to IL18, and genes highlighted in blue are related to molecules extracted from RNA-Seq. 

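*Npas4* and *Limk1* are outside the 17 genes of Supplementary Table 2. *Npas4* encodes a transcription factor induced by neuronal activity and lies on chromosome 19 of GRCm38 from 4984355 to 4990316. Its level was 3.28 ± 1.41 CPM (SD, n = 3 mice) in stressed *Il18*+/+ mice and 8.44 ± 0.444 (SD, n = 3) in stressed *Il18*-/- mice, a log2 fold change of 1.36 (standard error 0.33, adjusted p = 0.9998 from edgeR's quasi-likelihood test). With no low-count filter the adjusted p of *Npas4* was 0.0672. *Limk1*, a kinase gene of actin remodelling, lies on chromosome 5 from 134656039 to 134688598. It was at 14.6 ± 5.27 CPM (SD, n = 3) in *Il18*+/+ and 26.7 ± 5.78 (SD, n = 3) in *Il18*-/- mice, a log2 fold change of 0.87 (standard error 0.26, adjusted p = 0.9998 from edgeR). With no filter the adjusted p of *Limk1* was 0.127 in the quasi-likelihood test but 0.666 in edgeR's likelihood ratio test, and it did not pass in the exact test. *Npas4* belongs to the immediate early genes, which neurons switch on within minutes of activity. Of the 23 in the list set before the data were examined, 20 had a positive fold change; 0 passed over all genes, and adjusted over the list alone 14 were higher at 0.3 and 1 at 0.05. Besides *Npas4*, *Egr2* was at a log2 fold change of 1.11, *Fos* at 0.63, *Arc* at 0.58 and *Egr1* at 0.56, while *Jun* and *Bdnf* were at −0.01 and −0.05. As a group they were higher in stressed *Il18*-/- mice (camera adjusted p = 1.12e-07, and adjusted p = 0.334 with an estimated correlation). *Npas4* is named in the study's analysis of these samples, so its part in the list test is not independent evidence. The mean level of the list lay between 0.31 and 0.48 (log2) in the *Il18*-/- mice and between −0.15 and 0.16 in the *Il18*+/+ mice.

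**Figure D3:**
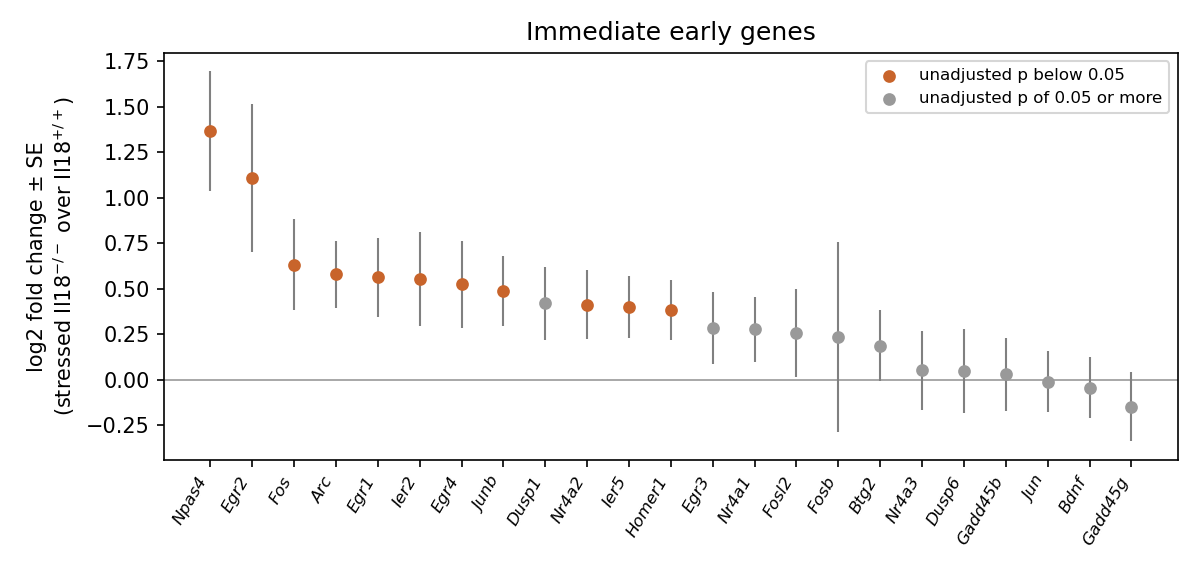
Log2 fold change of each of the 23 immediate early genes (stressed *Il18*-/- over stressed *Il18*+/+ mice, n = 3 mice per group), with its standard error as a vertical bar, ordered by size. Orange points had an unadjusted p from edgeR below 0.05, 11 genes, all above 0, and grey points did not.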

To explore the functions and annotations of extracted molecules, IPA core analysis was performed as shown in Supplementary Table 3.

Based on our previous study, we also examined TTR expression. 

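Transthyretin (*Ttr*), a carrier of thyroxine and retinol-binding protein, is made in the choroid plexus and the liver. The gene lies on chromosome 18 of GRCm38 from 20665280 to 20674321 (ENSMUSG00000061808.4). Its level was 35.8 ± 31.3 CPM (SD, n = 3) in stressed *Il18*+/+ mice and 14.8 ± 4.70 (SD, n = 3) in stressed *Il18*-/- mice. Counts were 1476, 517 and 245 in the *Il18*+/+ mice and 527, 260 and 258 in the *Il18*-/- mice, so the groups overlapped. The log2 fold change was −1.27 (standard error 0.45), with an unadjusted p of 0.0120 and an adjusted p of 0.9998 from edgeR's quasi-likelihood test. With no low-count filter these became 8.14e-09 and 2.79e-05, but with no filter the adjusted p of *Ttr* was 1 in edgeR's exact test and 0.784 in its likelihood ratio test. Single mice moved the value. Without *Il18*+/+ replicate 1, the log2 fold change of *Ttr* was −0.29 (unadjusted p of 0.388 from edgeR), and without *Il18*+/+ replicate 3 it was −1.71 and passed (adjusted p = 0.222 from edgeR). Replicate 1 is also the one with hepatocyte transcripts, of which albumin had 92 counts, while *Ttr* exceeded the mean of the other two *Il18*+/+ libraries by 1095 counts. At the transcript level, TPM, transcript levels normalized for length by the authors, gave a log2 difference of −0.84 with a pseudocount of 1 (exact permutation test, two-sided, p = 0.4, where 0.1 is the smallest that 3 mice against 3 allow). Choroid plexus genes as a group were lower in stressed *Il18*-/- mice (camera adjusted p = 0.00135; adjusted p = 0.512 with an estimated correlation). Of 14 tested, 0 passed over all genes, and adjusted over the list alone 1, *Ttr*, was lower at 0.3 and 0 at 0.05. The other 13 had a median log2 fold change of −0.34. *Ttr* had been reported lower in these samples by the paper, so its part in the list test is not independent evidence. *Folr1*, a folate receptor gene, was at −0.76 and *Kl*, the klotho gene, at −0.14. The mean level of the list was 0.02, −0.40 and −0.80 (log2) in *Il18*-/- replicates 1 to 3 and between −0.26 and 0.17 in the *Il18*+/+ mice, so the groups overlapped. Without the ends of the first principal component, a setting added after the data were seen, the adjusted p of the list was 0.0608.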

The RNA-Seq results showed that TTR expression in stressed *Il18*^−/−^ mice was decreased compared with that in stressed *Il18*^+/+^ mice (*p* < 0.001). Although mRNA expression was not significantly altered, a significant decrease in TTR was observed at the protein level (Fig. 4C, D). Moreover, although these results were not specifically shown in stressed *Il18*^−/−^ mice, a significant decrease in the serum TTR level was specifically observed in stressed *Il18*^−/−^ mice (Fig. 4D).

### Recovery of behavioral changes induced by intracerebral IL18administration

Intracerebral IL18 administration was performed to determine whether behavioral changes in stressed *Il18*^−/−^ mice could be reversed. Intracerebral injection of IL18 induced significant decreases in body weight in stressed *Il18*^−/−^ mice (Fig. 5A). In the OFT, stressed *Il18*^−/−^ mice injected with IL18 exhibited significantly less distance traveled than that in other groups (Fig. 5B). Contrary to our predictions, only a slight influence on recovery of stressed *Il18*^−/−^ mice injected with IL18 was observed in the TST (Fig. 5C) and FST (Fig. 5D).

**Fig. 5:**
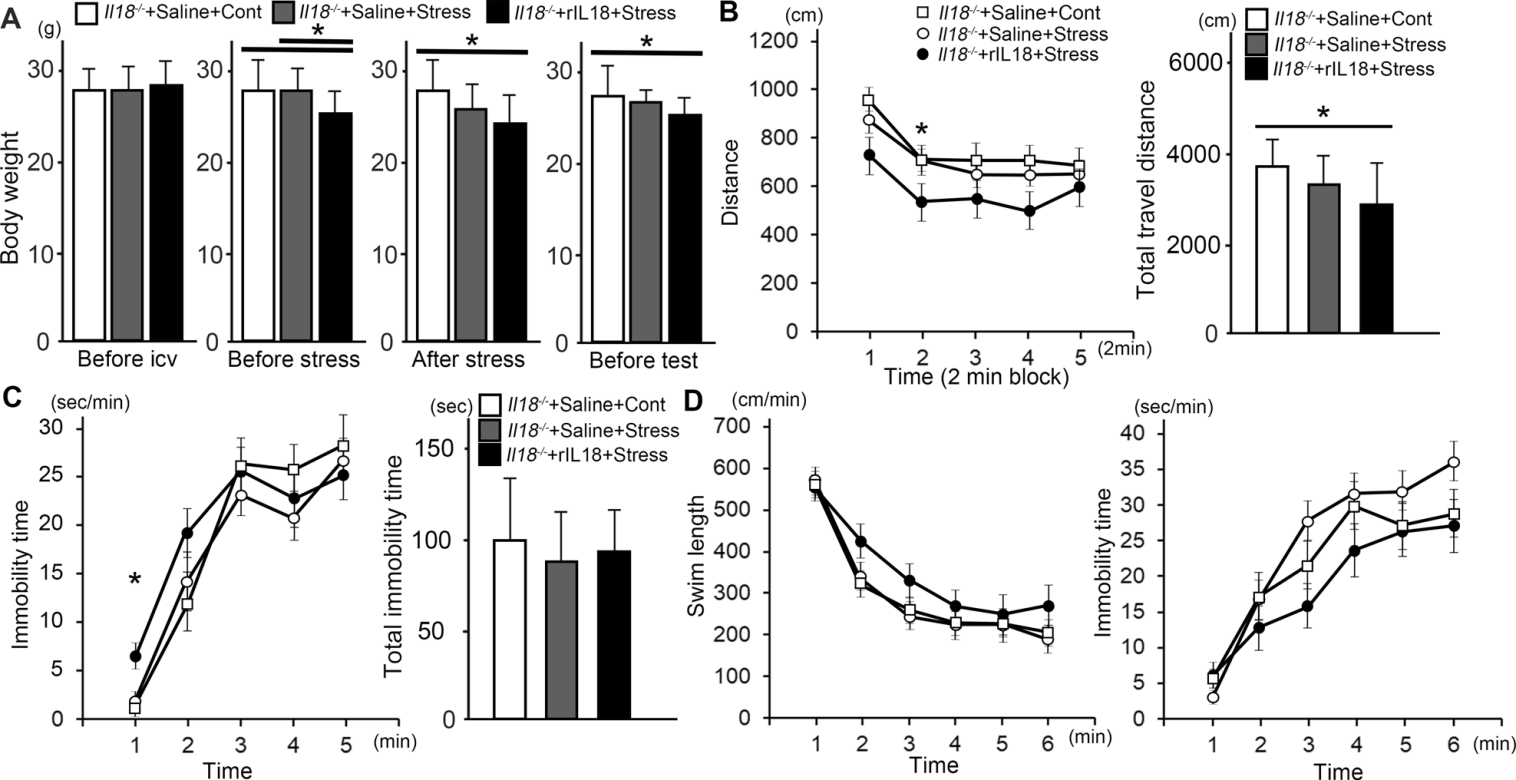
Intracerebral injection of IL18 partially improved behavioral changes in stressed *Il18*^−/−^ mice. **A** The body weights of each group before intracerebral injection of IL18, before stress treatment, after treatment, and before behavioral tests are shown. The behavioral tests results, including the open field test (**B**), tail suspension test (**C**), and forced swim test (**D**), are shown. **B** The graph shows the distance traveled by each mouse during 2 min (left) and the total distance (right) traveled in the open field test. **C** In the tail suspension test, a significant difference was found only during the first min. **D** In the forced swim test, no significant difference was observed. *p < 0.05 (stressed *Il18*^−/−^ mice with IL18 administration versus the other groups), (*n* = 12 per group).

## Discussion

In this study, we investigated the function of IL18 in neural cells and the immune system under acute stress and found the following results: (1) stressed *Il18*^−/−^ mice showed hyperactivity in behavioral assessments compared with other groups; (2) neural inflammation induced by a single stress remained much longer in IL18-deficient mice, suggesting that IL18 may modulate the stress response; (3) stressed *Il18*^−/−^ mice exhibited higher serum corticosterone and glucocorticoid receptor phosphorylation levels in the hippocampus resulting in a slight suppression of neurogenesis; (4) specific genes such as *HSF5* and *TTR* were extracted from stressed *Il18*^−/−^ mice in the molecular analysis; and (5) the behavioral changes induced by acute stress were slightly attenuated by intracerebral IL18 administration.

The FST and TST are common methods used to assess depression-like phenotypes [34, 35]. Typically, an increased immobility time and decreased swim distance indicate depressive symptoms in animals [34, 35]. However, some reports have suggested that the opposite behavioral changes, i.e., decreased immobility and increased swimming distance, are observed when mice exhibit anxiety and fear [36, 37]. Moreover, Yamada et al (2000) reported that mice showed less immobility in the FST because of ‘inappropriate coping responses’ [37]. In our behavioral results shown in Fig. 1, the immobility time of stressed *Il18*^−/−^ mice in the FST and TST was significantly increased, which was not observed in stressed *Il18*^+/+^ mice. Therefore, our results suggested that *Il18*^−/−^ mice might exhibit behavioral changes including heightened anxiety in response to acute restraint stress because of decreased stress tolerance, and they may be regarded as a diathesis-stress model.

Inflammatory cytokines and neural inflammation are major factors that mediate depression and anxiety. To examine the relationship between the behavioral changes in Fig. 1 and the inflammatory response linked to IL18, we measured inflammatory and anti-inflammatory cytokine expression. As shown in Fig. 2A, *Tnfα*, *Il1β*, and *Il6* expression in stressed *Il18*^−/−^ mice was significantly greater than that in the other groups. Moreover, neuroinflammation in the hippocampus was assessed by staining for IBA1, a microglial marker, and GFAP, an astrocyte marker. According to Fig. 2C, D, the numbers of GFAP- and IBA1-positive cells were significantly increased in stressed *Il18*^−/−^ mice compared with those in the other groups. In addition, the active microglia in stressed *Il18*^−/−^ mice had a reduced total process length. In several models of depression, the expressions of inflammatory cytokines such as *Tnfα*, *Il1b*, and *Il6* in the hippocampus were increased and higher microglial activation in the hippocampus was observed compared with controls [38–41]. In summary, neural inflammation continued for a prolonged time in *Il18*^−/−^ mice but was not observed in *Il18*^+/+^ mice at 18 h after stress, suggesting that IL18 plays a role in stress-mediated inflammatory regulation.

Stress induces HPA axis hyperactivity [6], and corticosterone is a major hormone that immediately responds to stress [42]. Chronic glucocorticoid exposure induces inhibition of neurogenesis in the dentate gyrus, resulting in depression and anxiety disorder [43–45]. However, acute stress, such as 3 h of immobilization stress, can induce an increase in corticosterone, resulting in increased neurogenesis in the dentate gyrus of rats [46]. During neurogenesis in the dentate gyrus, stress-induced corticosterone activates microglia to maintain homeostasis of neurogenesis in the hippocampus [47]. Moreover, microglia can induce factors to modulate neural proliferation and survival [48]. Glucocorticoid-induced activation of glucocorticoid receptors in the hippocampus mediates microglial activation, resulting in hippocampal neuroinflammation and depressive-like behaviors [49].

As shown in Fig. 3A, the serum corticosterone level was not different between non-stressed *Il18*^+/+^ and *Il18*^−/−^ mice. However, serum corticosterone was significantly increased in both stressed *Il18*^+/+^ and *Il18*^−/−^ mice compared with that in non-stressed control mice. In addition, the corticosterone level was much higher in stressed *Il18*^−/−^ mice than that in stressed *Il18*^+/+^ mice. In stressed *Il18*^−/−^ mice, glucocorticoid receptor phosphorylation was significantly increased compared with that in non-stressed mice (Fig. 2B), which is a result of the increased corticosterone level [50]. As shown in Fig. 3C, although the number of DCX-positive cells was not different between the stressed groups, the number of Ki-67-positive cells was significantly decreased in *Il18*^−/−^ mice. In addition, the number of Ki-67-positive cells in stressed *Il18*^−/−^ mice was slightly but not significantly decreased compared with that in non-stressed mice. Neurogenesis was assessed 1 day after stress application, and more time may be required to determine the effects on neurogenesis because granule cells in the dentate gyrus require more than 2 weeks to mature [51]. In summary, our results suggested that the longer duration of neural inflammation in the hippocampus of stressed *Il18*^−/−^ mice was related to increased corticosterone levels and might exert a significant influence on neurogenesis. Moreover, our results also suggested that these mice require a longer time to attenuate stress-induced neuroinflammation and return to a homeostatic state.

RNA-Seq was performed to identify molecules specifically expressed in IL18-deficient mice exposed to stress. Figure 4A and Table 1 show nine molecules that were identified. RT-qPCR was performed to determine whether these molecules were specifically associated with stress in IL18-deficient mice. Based on this analysis, *Gabrr1* and *Hsf5* were suggested to specifically respond to stress in *Il18*^−/−^ mice (Fig. 4B). Then, their protein expression was confirmed by western blotting (Fig. 4C), and HSF5 was shown to be significantly upregulated, similar to the RT-qPCR results. HSFs are indispensable factors that respond to acute stress [52]. However, to our knowledge, no reports have described the relationship among HSF5, stress, and psychiatric disorders. Thus, these results were novel and suggested that HSF5 might be a critical factor that regulates the stress response along with IL18.

However, TTR/Ttr was decreased in *Il18*^−/−^ mice compared with that in *Il18*^+/+^ mice. According to our previous study, differences in *Ttr* are commonly detected in the liver, brown adipose tissue, hippocampus, and prefrontal cortex [16–19]. Although mRNA expression of Ttr was not significantly altered, its protein expression in the hippocampus was significantly decreased in both stressed *Il18*^+/+^ and *Il18*^−/−^ mice compared with that in non-stressed mice. In a clinical study, TTR was decreased in the cerebrospinal fluid of depressed patients compared with that in healthy controls [53]. Moreover, previous reports have suggested that TTR is a major factor in resistance to stress exposure [53, 54]. Although the serum TTR level was not different in *Il18*^+/+^ and *Il18*^−/−^ mice, the TTR level in the hippocampus of *Il18*^−/−^ mice was decreased, and this was not affected by acute stress. Therefore, these results suggested that TTR might play an important role in mediating the stress response in IL18-deficient mice.

Intracerebral administration of IL18 was performed to determine whether behavioral changes in stressed *Il18*^−/−^ mice could be reversed. Contrary to our prediction, no difference was observed between stressed *Il18*^−/−^ mice administered saline or IL18 (Fig. 5). However, the increased travel distance observed in stressed *Il18*^−/−^ mice was decreased by IL18 administration (Fig. 5B). No significant effect was observed in the TST and FST, although a slight recovery of behavioral effects was observed (Fig. 5C, D). Intracerebral injection, including saline, increased corticosterone levels in mice, and intracerebral injection itself acted as a source of stress in mice [55]. Therefore, our results suggested that intracerebral administration might be equivalent to a single restraint stress treatment and could produce the behavioral results shown in Fig. 5B, C. However, IL18 injection had a partial protective effect against stress as shown in Fig. 5A.

In summary, we found that stressed *Il18*^*−/−*^ mice exhibited hyperactivity in behavioral assessments, prolonged stress-induced neural inflammation, increased levels of serum corticosterone and glucocorticoid receptor phosphorylation in the hippocampus, expressions of specific genes including *HSF5* and *TTR*, and the amelioration of acute stress-induced behavioral changes after the intracerebral administration of IL18. These results suggest that IL18 may modulate the stress response and maintain a balance between neural inflammation and glucocorticoid signaling.

Regarding the limitations of our study, only a single stress was performed. Continuous stress treatment is warranted in future studies to develop other models of psychiatric disorders and major depressive disorders. Moreover, all analyses were performed one night after the stress was administered. A study of the time course of behavioral and neuro inflammatory changes is warranted. IL18 has pleiotropic functions. IL18 was increased and peripheral IL18 was negatively correlated with brain activity in depressed patients [9, 56]. Moreover, the administration of IL18 into the amygdala, but not the hippocampus, led to severe depression-like behaviors [57]. However, a previous study indicated that *Il18*^*−/−*^ mice exhibited morphological changes resulting in impaired learning and memory, and depressive-like behavioral changes [18]. further analyses of the role of IL18 in different brain regions such as the amygdala and striatum and brain cells including neural cells and astrocytes are warranted.

## Conclusion

We investigated the role of IL18 in stress. First, we revealed that IL18 deficiency resulted in behavioral changes such as stress-induced hyperactivity. Then, we found that stress-mediated neural inflammation was maintained in *Il18*^*−/−*^ mice through the augmentation of glucocorticoid signaling, resulting in a slight attenuation of neurogenesis. In addition, *HSF5* and *TTR* might be the genes responsible for specific stress responses in IL18-deficient mice. Finally, we demonstrated a partial recovery effect produced by intracerebral IL18 administration. IL18 might be an indispensable cytokine that modulates and maintains homeostasis in the brain during stress. Moreover, our study suggests that IL18 may be a therapeutic target for psychiatric disorders, including stress-related disorders, although further clarification of its potential regulatory mechanism is required.

## Supplementary information

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Figure 1

Supplementary Figure 2

Supplementary figure legends

## Data Availability

The datasets shown and/or analyzed in the present study are available from the corresponding author upon reasonable request.

# Supplementary material for: Acute stress induces severe neural inflammation and overactivation of glucocorticoid signaling in interleukin-18-deficient mice
**Source:** Transl Psychiatry. 2022 Sep 23;12:404. doi: 10.1038/s41398-022-02175-7
**Supplement:** Supplementary file 1 — Supplementary Table 1

Table S1. Primer sequences for all genes used in this study.

| **Symbol** | **Genbank ID** | **Primer Sequences, 5'-3'**  **(Forward/Reverse)** |
| --- | --- | --- |
| *Adprh1* | NM_172750 | AGCTGCCACCAAAGCG |
|  |  | AGCGTCTCCAGCCGTTC |
| *Caspase1* | NM_009807.2 | CTGTATTCACGCCCTGTTGGA |
|  |  | GGCGTTTCTTTTCTACACCGCAGA |
| *Ccdc153* | NM_001081369 | AAGCCTCACTGGGATGCAAA |
|  |  | AAATTGCCGCAGTTGCTCC |
| *Cryab* | NM_009964 | TAATAAAACCCCTGACCTCACCATTCCA |
|  |  | CCGGCCCCTTATATATGCAGT |
| *Gabrr1* | NM_008075 | TTCCCCAGCTCCAACAACC |
|  |  | AGATCTTCTTTACAAGTCGGCCAT |
| *Hsf5* | NM_001045527 | GGCTACCATTCAGCACACCG |
|  |  | ATTTGTTCTGAAGGCAAGATATTCTCCGA |
| *Il1b* | NM_008361.4 | CAAGGAGAACCAAGCAACGACAAAA |
|  |  | GGTGGGTGTGCCGTCTTTCATTAC |
| *Il6* | NM_009778 | ACAAGTCGGAGGCTTAATTACACA |
|  |  | CACAACTCTTTTCTCATTTCCACGAT |
| *Il18* | AY362457.1 | AAGTGCCAGTGAACCCCAGACCA |
|  |  | CACAGAGAGGGTCACAGCCAGTCC |
| *Layn* | NM_001033534 | GCCAGCAACACCCTTACTTCC |
|  |  | CAAAGCAGCCTCTCTTCGTT |
| *Myd88* | NM_010851.3 | TCCGACCGTGACGTCCT |
|  |  | ACCATGCGGCGACACC |
| *Nalp3* | AY355340.1 | CCTCTTCCTCATGGATGGCT |
|  |  | CCTCCCCAATGTGCTCGTCA |
| *Nnmt* | NM_010924 | AGCTCTAAGACTCCAAAAGCCAAC |
|  |  | TGCACCAGCCTGATGCTC |
| *Piwil2* | NM_021308 | CCGTGTTCTGACCTGTGCAT |
|  |  | CTCCCCACAAGCTTCATATCCAG |
| *Pscan18* | NM_001256052 | TACAGCAGGAGTTATCACCTCAGTCG |
|  |  | TTTGCACTTGTAGGATTTCTGTCCACT |
| *Tnfa* | AY423855.1 | CCTCTTCTCATTCCTGCTTGTGG |
|  |  | ATCACCCCGAAGTTCAGTAGACA |

# Supplementary material for: Acute stress induces severe neural inflammation and overactivation of glucocorticoid signaling in interleukin-18-deficient mice
**Source:** Transl Psychiatry. 2022 Sep 23;12:404. doi: 10.1038/s41398-022-02175-7
**Supplement:** Supplementary file 2 — Supplementary Table 2

Supplementary Table 2. A total of 17 genes with a false discovery rate less than 0.30 were extracted from the RNA sequencing results of *Il18-*deficient mice.

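The 7 genes without a GenBank identifier are noncoding RNA genes, pseudogenes and predicted genes. *Gm9008*, *C030014I23Rik* and *Rps19-ps2* share much of their sequence with other genes, so their reads are uncertain. *Gm9008*, a predicted pseudogene, lies on chromosome 6 of GRCm38 from 76495432 to 76497784. It rose from 0.341 ± 0.171 CPM (SD, n = 3 mice) in stressed *Il18*+/+ mice to 6.94 ± 2.79 (SD, n = 3) in stressed *Il18*-/- mice. This is a log2 fold change of 4.32 (standard error 0.49, adjusted p = 0.000841 from edgeR's quasi-likelihood test). It shares 75.3% of its 31-base sequences with *Rnf26*, a ubiquitin ligase gene on chromosome 9 from 44095631 to 44113517, within 10 Mb of *Il18*. *Rnf26* was at 32.7 ± 0.799 CPM (SD, n = 3) in *Il18*+/+ and 28.7 ± 2.81 (SD, n = 3) in *Il18*-/- mice, and the sum of both genes at 33.1 ± 0.799 and 35.7 ± 0.889. *C030014I23Rik* (chromosome 9, 44468344 to 44482180) fell from 4.29 ± 0.520 CPM (SD, n = 3) to 0.837 ± 0.314 (SD, n = 3), a log2 fold change of −2.34 (standard error 0.43, adjusted p = 0.188 from edgeR). It overlaps *Gm47204*, with which it shares 53% of its 31-base sequences. The adjusted p of *C030014I23Rik* was 0.902 without *Il18*+/+ replicate 2, 0.784 without *Il18*+/+ replicate 3, 0.684 without *Il18*-/- replicate 1 and 0.9999 without *Il18*-/- replicate 2. *Rps19-ps2*, a ribosomal protein pseudogene (chromosome 14, 52902793 to 52903230), had 0 counts in *Il18*+/+ and 47 in *Il18*-/- mice, 14.5-fold higher when set against a floor of 3 counts over the group (95% counting interval from 11.3 upward), and 100% of its 31-base sequences occur in other genes. *Gm26520* (chromosome 12, 3343816 to 3357153) had 11 and 72 counts, 6.06 times as many (95% counting interval 3.19 to 12.7), and *4933409K07Rik* (scaffold JH584293.1, 140956 to 142665) had 3 and 50, 15.4 times as many (4.99 to 77.4). *5033406O09Rik* (chromosome 12, 111941991 to 111944484) had 68 counts in *Il18*+/+ and 9 in *Il18*-/- mice, a ratio of *Il18*+/+ to *Il18*-/- of 8.16 (4.05 to 18.6). These 4 did not pass the test.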

| Gene symbol | Entrez Gene Name | GenBank ID |
| --- | --- | --- |
| *Adprhl1* | ADP-ribosylhydrolase like 1 | NM_172750 |
| *Ccdc153* | coiled-coil domain containing 153 | NM_001081369 |
| *Cryab* | crystallin, alpha B | NM_009964 |
| *C030014I23Rik* | RIKEN cDNA C030014I23 gene | none |
| *Gabrr1* | gamma-aminobutyric acid (GABA) C receptor, subunit rho 1 | NM_008075 |
| *Gm26520* | predicted gene, 26520 | none |
| *Gm9008* | predicted pseudogene 9008 | none |
| *Hsf5* | heat shock transcription factor family member 5 | NM_001045527 |
| *Il18* | interleukin 18 | NM_008360 |
| *Layn* | layilin | NM_001033534 |
| *Nnmt* | nicotinamide N-methyltransferase | NM_010924 |
| *Piwil2* | piwi-like RNA-mediated gene silencing 2 | NM_021308 |
| *Rps19-ps2* | ribosomal protein S19, pseudogene 2 | none |
| *Rslcan18* | regulator of sex-limitation candidate 18 | NM_001256052 |
| *2900052N01Rik* | RIKEN cDNA 2900052N01 gene | none |
| *4933409K07Rik* | RIKEN cDNA 4933409K07 gene | none |
| *5033406O09Rik* | RIKEN cDNA 5033406O09 gene | none |

# Supplementary material for: Acute stress induces severe neural inflammation and overactivation of glucocorticoid signaling in interleukin-18-deficient mice
**Source:** Transl Psychiatry. 2022 Sep 23;12:404. doi: 10.1038/s41398-022-02175-7
**Supplement:** Supplementary file 3 — Supplementary Table 3

Table S3. Disease association or functional annotation based on Ingenuity Pathway Analysis.

| **Diseases or Functions Annotation** | **p-value** | **Molecules** |
| --- | --- | --- |
| Development of GABAergic synapse | 0.00152 | *Npas4* |
| Neuropathy of hippocampus | 0.00152 | *Il18* |
| Outgrowth of neurites | 0.0024 | *Limk1,Npas4* |
| Neuronal cell death | 0.0135 | *Npas4,Ttr* |
| Outgrowth of axons | 0.0256 | *Limk1* |
| Abnormal morphology of nervous system | 0.0256 | *Limk1,Ttr* |
| Synaptic transmission of hippocampal CA1 region | 0.033 | *Il18* |
| Loss of neurons in central nervous system | 0.0359 | *Ttr* |
| Quantity of synapse | 0.0403 | *Npas4* |

# Supplementary material for: Acute stress induces severe neural inflammation and overactivation of glucocorticoid signaling in interleukin-18-deficient mice
**Source:** Transl Psychiatry. 2022 Sep 23;12:404. doi: 10.1038/s41398-022-02175-7
**Supplement:** Supplementary file 6 — Supplementary figure legends

Supplementary Figure 1. Study schedule.

Supplementary Figure 2. Ingenuity pathway analysis of molecules extracted from RNA sequencing and the (A) IL1β and (B) IL6 signaling pathways.

How the deposited data were processed for this re-analysis (not part of the article)

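RNA-Seq of the hippocampus was analysed in 3 stressed *Il18*+/+ and 3 stressed *Il18*-/- mice, each mouse 1 library. Groups and replicate numbers were taken from the sample labels and the paper's methods. Libraries came from the SMART-Seq v4 low-input kit. The authors aligned them to GRCm38 with the DRAGEN platform, whose version is not given in the sources used here, as are the counting tool, annotation release and strand setting. The authors deposited estimated counts and TPM (transcript levels normalized for length), per gene and per transcript, and a mapping summary. Over all genes, zeros included, between 11.4% and 12.1% of the estimated counts of a library differed from a whole number. The TPM values were scaled by the authors to the same total in each library and were used here only for transcripts of *Il18*, *Hsf5*, *Gabrr1* and *Ttr*. The mapping summary deposited by the authors gives percent values of mapped reads, between 99.48 and 99.67 in these libraries, from 53654604 to 70141698 input reads. Total estimated counts per library had a median of 21944026 and a range of 18822465 to 26547837. Every pair of libraries within a genotype differed by more than the sampling noise, so each was counted as 1 replicate.

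Here the estimated counts per gene were rounded. They were tested with R 4.3.3 and edgeR 4.0.16, by the quasi-likelihood test with TMM scaling, the low-count filter of edgeR and Benjamini-Hochberg adjustment, at the study's false discovery rate of 0.3. The study used edgeR 3.30.3. Standard errors were computed from the log2 fold change and its F statistic. On simulated counts for 17371 genes at the depth of this comparison, the test recovered 81% of genes changed by 2-fold and 94% of those changed by 4-fold, and 26.9% of its calls were false at the rate of 0.3. The changed genes were drawn only from genes with higher counts, and the simulated noise was independent between genes. The simulation also changed 100 genes at each fold and shifted a gene list, far more genes than passed in the real data. With more changed genes, the adjusted threshold is met at a higher unadjusted p. These shares therefore do not hold for genes with few counts or for variation that genes of a library share. Nor do they give the share of changed genes recovered in the real comparison. The table holds 55487 genes. Gene lists were tested with camera in limma 3.58.1 on log2 CPM (prior count 2) with a preset correlation of 0.01, two-sided, adjusted over 31 lists. The list threshold of 0.05 was set after the design was written. Genes within 10 Mb of *Il18* were compared with all others by Fisher's exact test. Transcripts were tested on log2(TPM + 1) by exact permutation, where 0.1 is the smallest p that 3 mice against 3 allow. Shared sequence was measured as the percent of a gene's 31-base sequences found in transcripts of other genes. Floors of 3 counts over a group and 95% intervals of count ratios cover counting error only.

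The gene lists, designs and alternatives were set before the data were examined. The named genes are every gene the study names, the genes that passed the test (the 10 most changed in each direction), called genes within 10 Mb of *Il18*, and up to 4 members of each list with the lowest p. The study's tables and figures had been seen then. Genes named outside this rule, such as *Rnf26*, *Hyou1*, *Htr3a*, *Il10ra*, *Folr1*, *Kl*, *Jun*, *Bdnf* and the hepatocyte genes, were chosen after their values were seen. The lists covered cytokines, inflammasome, IL18 receptor, NF-kB, microglia, astrocytes, glucocorticoid signaling, immediate early genes, neurogenesis, chaperones, GABA and glutamate receptors, the cell types of the brain, its ventricles, vessels and blood, neighbouring brain regions, mitochondrial genes and sex. A hepatocyte list of 25 genes was added later. The alternatives were other scaling (RLE, library size), other filters (none, or a CPM of 1 in 3 samples), DESeq2 1.42.0, edgeR's exact and likelihood ratio tests with and without filter, limma-voom, a replicate block, other thresholds, windows of 5 and 20 Mb, an estimated correlation, the fry test, and leaving out each library in turn. Leaving out both ends of the first principal component, a list threshold of 0.3 and adjustment over the window alone were added later. RT-qPCR, protein, behavior and non-stressed mice were not analysed here.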

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

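The tests of alignment of strain variants, of neighbouring genes, of *Rnf26*, of hepatocyte RNA, of choroid plexus in 1 library, of dentate gyrus and pyramidal cells, and the splits for lists and for the window were chosen after the results were seen.

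Genes that differed between the genotypes gathered around the deleted gene, which the paper does not report, and besides the study's 17, 10 genes within 10 Mb of *Il18* passed an adjusted p of 0.3 over that window. DNA of the stem cell strain that stays linked to the null allele is a candidate explanation, and the clustering it needs was there (Fisher's exact p = 9.20e-06), although the strain of the stem cells is not given in the sources used here and the paper states a C57Bl/6 background with littermate controls. The values argue against poorer alignment of strain variants as the whole cause, because 2 of the 7 genes at a window-adjusted p under 0.05 were higher in *Il18*-/- mice. They also argue against an effect on close neighbours as the whole cause, because 5 of the 7 lay over 1 Mb away. For *Cryab* and *Layn*, 0.17 and 0.47 Mb from *Il18*, such an effect stays open. *Gm9008* on chromosome 6 could be part of the same pattern: *Rnf26*, with which it shares sequence, differed by −4.01 CPM (unadjusted p of 0.309 in edgeR) while *Gm9008* gained 6.59, so reads of a variant *Rnf26* transcript may have been counted on *Gm9008*. Effects of IL18 loss itself on these genes stay open, as the linked DNA and the null allele come together in every *Il18*-/- mouse.

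Choroid plexus genes were lower in stressed *Il18*-/- mice (list adjusted p = 0.00135, in data the paper does not analyse as a group), but the call is not kept with an estimated correlation (adjusted p = 0.512) or without both ends of the first principal component (adjusted p = 0.0608). Different amounts of choroid plexus in the dissected tissue stay a candidate explanation: the other tested genes had a median log2 fold change of −0.341, narrowly past the −0.318 set as the limit. The high *Ttr* of *Il18*+/+ replicate 1 is a separate matter. The other 21 choroid plexus genes detected did not share that rise as a set. Their median log2 ratio of that library to the other *Il18*+/+ libraries was 0.00789 (SD 1.04), against 1.95 for *Ttr*. Only 13 of them passed the low-count filter and their spread was wide, so a small amount of extra choroid plexus in that library cannot be excluded by these genes. Hepatocyte transcripts were there, with 17 of 25 genes concentrated in that library, beyond counts spread over all libraries, and 5 of the 43 genes called with no filter come from that list, but the 92 counts of *Alb*, the most abundant liver transcript, are far below the 1095 counts of *Ttr* in excess, so liver RNA could account for only part of it.

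Immediate early genes were higher in stressed *Il18*-/- mice (list adjusted p = 1.12e-07), which the paper does not report, but the call is not kept with an estimated correlation (adjusted p = 0.334) or with fry (adjusted p = 0.261). The mean level of the list differed by 0.382 (log2, linear model on 1 value per mouse, 95% interval 0.100 to 0.663, n = 3 mice per group). With the dentate gyrus level as a covariate the difference was 0.362 (95% interval 0.0175 to 0.706). This argues only narrowly against a different share of dentate gyrus as the whole cause. The lower limit lies close to 0, and a list level only stands in for the share of a region. With the pyramidal level as a covariate the difference was 0.331, still most of the 0.382, but the interval reached 0 (−0.00406 to 0.666). A different share of pyramidal layers is therefore not decided by this test. In camera at the preset correlation the list kept its call with either covariate (adjusted p = 1.32e-05 with the pyramidal and 8.86e-07 with the dentate gyrus level). Handling before death and order of dissection were not tested, and a biological difference between the genotypes, present before the stress or after it, stays open because all mice were stressed.

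Ependymal genes were lower at an adjusted p of 1.09e-07 in camera, meningeal genes at 0.000153, blood genes at 0.00135 and endothelial genes at 0.0474, in data the paper did not analyse as groups. With an estimated correlation none of these calls was kept (adjusted p = 0.434, 0.310, 0.334 and 0.852), nor with fry (adjusted p = 0.782, 0.148, 0.261 and 0.899).

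Of the 10 splits of the 6 mice into 3 and 3, the smallest share possible is 0.1, so a share under 0.05 is out of reach. The real split called 5 genes, and 2 splits called as many, itself and 1 other, which called 42. It called 6 lists, and 1 split called as many, itself, the highest other being 5. It had 14 window genes at an unadjusted p under 0.01, and 1 split had as many, itself, the highest other being 7. The split with 42 genes set *Il18*+/+ replicates 1 and 2 with *Il18*-/- replicate 1 against the rest. Whether it reflects a structure of the samples other than genotype was not tested.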

How the results depend on the processing

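Leaving out both ends of the first principal component, the list threshold of 0.3 and adjustment over the window alone were added after the data were seen. *Il18* stayed lower past the rate of 0.3 in every setting, and besides it 0 cytokine and inflammasome genes of Fig. 2A passed in any of them, but of these 7 genes only 3 had enough counts to be tested in the main setting and 5 with no filter. Counts of differentially expressed genes, main 5, were 43 with no filter, 12 with DESeq2, 14 with the exact test, 18 with the likelihood ratio test, 13 and 25 with these tests and no filter, 8 with limma-voom and 8 with the replicate block; the cause was not tested. Of the study's 17 genes, main 5, the counts were 10 with no filter, 8 with DESeq2, 10 with the exact test, 12 with the likelihood ratio test, and 8 and 11 with these tests and no filter. Near *Il18*, main 3, they were 8 with no filter, 7 with DESeq2, 7 with the exact and 7 with the likelihood ratio test, with or without filter, 5 with the replicate block and 16 with adjustment over the window alone, which tests fewer genes. Called lists, main 6, were 0 with an estimated correlation, 0 with fry and 11 at a list threshold of 0.3. *Ttr* passed only with no filter (−1.28, adjusted p = 2.79e-05) and without *Il18*+/+ replicate 3 (−1.71, adjusted p = 0.222).

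Leaving out 1 mouse at a time gave 3 to 7 differentially expressed genes, 3 to 5 of the study's 17, 1 to 3 near *Il18*, 5 to 8 lists, and a log2 fold change of *Ttr* from −1.71 to −0.29. Without both ends of the first principal component 3 of the study's 17 and 1 gene near *Il18* (Fisher's exact p = 0.0775) passed, with 4 lists. The exact and likelihood ratio tests give no list test, and a list threshold of 0.1 gave 7 lists. Of the single named genes and lists under the alternatives, 2814 kept both their direction and their pass or fail, and 72 changed direction without passing. A further 33 passed only under the alternative, 31 no longer passed, and 0 turned direction past the test. Most of these genes and lists did not pass in the main setting, so keeping that state says little about how far their values moved. The replicate numbers share no stated litter or day, so the block was not used as a pairing. Same-numbered libraries did deviate from their group means together, with r = 0.160, 0.138 and 0.0926. In these deviations every library correlated best with its own number in the other genotype. Ratios of genes with few counts are imprecise, such as that of *Hsf5* (12 and 77 counts, 95% counting interval 3.21 to 12.0); depth itself was not varied.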

Differences from the paper's values

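The paper extracted 17 genes at a false discovery rate under 0.3, its value, and 5 passed here at the same rate. Among the alternatives set before the data were examined, DESeq2 (12), edgeR's exact test (14; 13 with no filter) and its likelihood ratio test (18; 25 with no filter) gave counts within 1.5 times the paper's. RLE scaling (5), library size only (5), no filter (43), the stricter filter (5), limma-voom (8), the replicate block (8), the rates of 0.05 (4) and 0.1 (4) and leaving out any 1 mouse (3 to 7) did not.

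For *Ttr* the paper gives an unadjusted or adjusted p, not stated which, with an upper bound of 0.001, its value. The unadjusted p here was 0.0120. It was under that bound with no filter (8.14e-09) and without *Il18*+/+ replicate 3 (7.30e-05), and above it under every other alternative set before the data were examined, from 0.00201 with the likelihood ratio test and no filter to 0.388 without *Il18*+/+ replicate 1.

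Most of the paper's 17 genes that did not pass here, 4 of them not tested, passed in other settings. *Ccdc153*, *Layn* and *Rps19-ps2* did with no filter (adjusted p = 0.0344, 0.0675 and 0.0232) and in other tests. *Hsf5* and *Gm26520* passed with the likelihood ratio test alone (0.199 and 0.264), *Adprhl1* with that test and no filter (0.257), *4933409K07Rik* and *5033406O09Rik* with the exact and likelihood ratio tests, and *Gabrr1* and *Piwil2* with no filter in the quasi-likelihood (0.127 and 0.149) and likelihood ratio tests. Adjusted over all genes, *Nnmt* and *Rslcan18* passed in none, with lowest adjusted p of 0.351 and 0.607; adjusted over the window alone, a setting added after the data were seen, *Nnmt* passed (adjusted p = 0.0534). *Npas4*, which the paper names in Supplementary Table 3, passed in 6 settings and *Limk1* in 1, with no filter.

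In the RT-qPCR of Fig. 4B the paper shows *Gabrr1*, *Piwil2* and *Adprhl1* higher and *Rslcan18* lower in stressed *Il18*-/- mice. The RNA-Seq counts run the other way, with 32, 43 and 23 counts in *Il18*+/+ mice against 0, 1 and 0 in *Il18*-/- mice, and 6 against 56 for *Rslcan18*. *Hsf5* is higher in both, and *Ccdc153*, *Cryab*, *Layn* and *Nnmt* are lower in both. By western blot the paper reports GABRR1 protein slightly but not significantly lower in stressed *Il18*-/- mice, opposite to its RT-qPCR. It reports HSF5 protein significantly higher.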

Other observations

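Of 7 cytokine and inflammasome genes of Fig. 2A besides *Il18*, 3 had enough counts for the test, *Casp1*, *Nlrp3* and *Myd88*. *Tnf* and *Il10* had 0 counts in all 6 mice, *Il1b* had 7, 4 and 15 counts in stressed *Il18*+/+ and 1, 0 and 25 in stressed *Il18*-/- mice, and *Il6* had 3, 0 and 0 against 2, 7 and 0. Inflammasome genes came closest to the list threshold (camera adjusted p = 0.0596, higher in *Il18*-/- mice, 10 of 12 positive), with *Casp1*, the protease that matures IL18, at a log2 fold change of 0.53 (standard error 0.41) and *Nlrp3*, the sensor, at 0.98 (standard error 0.79). The adjusted p of this list was 0.512 with an estimated correlation and 0.899 with fry. Its mean level in *Il18*+/+ replicate 1 (0.33, log2) lay above that of every *Il18*-/- mouse (0.24 to 0.30), so the groups overlapped. *Gfap* of astrocytes was at 0.21 (standard error 0.20) and *Aif1* of microglia at −0.05 (standard error 0.26). *Nr3c1*, the glucocorticoid receptor gene, was at 0.23 (standard error 0.19), the proliferation gene *Mki67* at −0.64 (standard error 0.51) and *Dcx* of immature neurons at 0.12 (standard error 0.28). None of those tested passed in edgeR.

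The adjusted p of the other lists in camera was 0.106 for glutamate receptor subunits, 0.263 for glucocorticoid receptor targets and for neocortex, 0.382 for sex genes, 0.418 for mitochondrial genes, 0.497 for immature neurons, striatum, mural cells, reactive astrocytes, proliferation and dentate gyrus, 0.644 for activated microglia, 0.699 for pyramidal neurons, 0.889 for thalamus, 0.892 for cytokines, and 0.910 for NF-kB, glucocorticoid receptors, oligodendrocytes, inhibitory neurons, the IL18 receptor pathway, astrocytes and homeostatic microglia.

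Of the tested genes, 361 had an unadjusted p under 0.05 in edgeR, 2.03%, where chance alone gives 5%. Chromosome 9 had the largest share of genes at an unadjusted p under 0.01, 1.59% of 1008, followed by chromosome 12 with 0.616%. In the split that called 42 genes, *Camkk2*, *Ski* and *Hcn2* were lower, and *Ptgds* and *Ttr* higher, in *Il18*+/+ replicates 1 and 2 and *Il18*-/- replicate 1 than in the other 3 libraries. Hepatocyte list genes had 614 counts in *Il18*+/+ replicate 1 and at most 148 in any other library, and some of the list, such as *Apoc1*, had counts in all 6.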
